A study of Mus musculus with 6 samples. Its data were reported in "Sex-biased gene and microRNA expression in the developing mouse brain is associated with neurodevelopmental functions and neurological phenotypes" (2023).

How the data were processed

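Whole brains were collected from wild-type C57BL/6 mouse embryos at embryonic day (E) 15.5 and sexed by the presence or absence of testicular cords in the gonads. There were 3 female and 3 male samples, and each sample was RNA pooled from several embryos, so a sample value is an average over a pool. Total RNA was made into stranded libraries and sequenced from both ends. The labels give each sample's sex and replicate number, and samples are named here by these. No batch, date, lane or litter is given in the labels, so no comparison within batches was made.

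According to the study's methods, reads were trimmed with Trimmomatic and aligned to the mouse assembly mm9 (NCBIM37) with TopHat. Transcripts were assembled with Cufflinks and merged with Cuffmerge, and featureCounts assigned reads to the merged transcripts. The values deposited by the authors are counts of reads or read pairs per RefSeq transcript ID, 1 table per sample, not normalised. In the study itself the counts were then compared between the sexes with DESeq2 after removal of low-count transcripts and with factors from RUVr, a method that estimates unwanted variation from model residuals. The number of those factors is not stated. How reads shared by several transcripts, reads aligned to several places and strand were treated is not stated either, so counts of genes with near-identical copies, overlapping genes or several transcript models are uncertain.

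The tables held the same 23485 transcript IDs, of which 19646 began with NM (mRNA) and 3839 with NR (non-coding RNA). All 23485 had at least 1 count in the 6 samples together. Symbols were taken from a RefSeq gene table, which named 23359 IDs (99.5%) and left 126 without a symbol. Chromosome, position, transcript length and GC content came from the GENCODE annotation of NCBIM37 for 21320 IDs (90.8%). Length and GC are those of the longest annotated transcript of the gene, protein-coding transcripts first. An ID that shares its gene with another ID therefore has the same length. Totals per sample ranged from 4908565 to 10294443 counts. A count of 0 allows up to 3 counts, which was 0.291 to 0.611 CPM (counts scaled by library total) at these totals, and this limit covers counting error only. All pairs of samples of 1 sex differed by more than sampling noise, with a chi-square per degree of freedom of 9.03 to 44.9 over IDs with at least 20 counts per pair, so no sample was a copy of another.

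The main comparison was edgeR's quasi-likelihood F test of male against female, with TMM normalisation and Benjamini-Hochberg adjustment over all tested IDs. A transcript was called sex-biased at an adjusted p under 0.05. IDs with 10 or more counts in at least 1 sample were tested, which left 13374. Positive log2 fold changes are higher in male samples. Standard errors (SE) were derived from the fold change and its F statistic. Mean CPM values are given with the SD over 3 samples and use TMM-scaled totals. RUVr was not part of the main comparison, because its factors are taken from the same residuals that the test then uses. Software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. RUVr factors were computed as the leading left singular vectors of the edgeR deviance residuals.

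The groups, the main test, the gene lists and sets and nearly all alternatives were fixed before the data were examined. The lists were sex markers (Xist, Ddx3y, Eif2s3y, Kdm5d and Uty), X homologs of Y genes (Kdm6a, Kdm5c, Eif2s3x and Ddx3x), the 12 genes the study measured again by RT-qPCR, and the 6 genes it paired with sex-biased miRNAs. The gene sets followed functional classes that the study named. They were histones, cytosolic ribosomal proteins, oxidative phosphorylation, histone lysine methyltransferases, miRNA machinery and axon guidance. Besides the list members, the text names by rule up to 5 transcripts per direction with the largest fold change among called transcripts with a mean of at least 50 counts and no overlap of CPM between the sexes. Any other transcript that is named was chosen after its values were seen. Sets were tested with limma's camera at a preset correlation of 0.01 on log2 CPM (prior count 2), with camera at an estimated correlation and fry beside it. Calls on the X chromosome and the autosomes were compared with Fisher's exact test, two-sided. The share of variance between the sexes used the 500 most variable IDs and an exact one-sided test over all 10 splits of the 6 samples into groups of 3. Spearman's rho across transcripts related log2 fold change to transcript length.

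Further lists of cell types served to look for RNA of other tissues. They were cartilage, meninges and fibroblasts, erythroid cells, choroid plexus, skeletal muscle, surface epithelium, neural progenitors and neurons. Second lists for muscle, epidermis and bone, and a list of trunk organs, were written after the first lists had been seen but before the levels of their own genes were looked at. Their levels are CPM without TMM scaling. The level of 1 gene of these lists is not reported here.

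The alternatives were DESeq2, RLE and upper-quartile factors, no low-count filter, at least 10 counts in every sample, filterByExpr, edgeR with 1 or 2 RUVr factors, DESeq2 with 1 RUVr factor, the replicate number as a block, removal of each sample's trend on transcript length (lowess, span 0.4), the block together with that removal, IDs of 1 gene summed, glmTreat against a log2 fold change of 0.3, an adjusted p under 0.01, and each sample left out in turn. For the sets and the variance share, a prior count of 0.5, all tested IDs, the 1000 most variable IDs and the removal of IDs on X and Y were added. For the length relation, IDs with a mean of at least 100 counts were used. Removal of length and GC trends together, and DESeq2 with 2 RUVr factors, were chosen after the data had been seen. So were upper-quartile factors for the sets, removal of 1 to 3 RUVr factors for the variance share, and the fits of the transcript count as alternatives for the length relation and for the balance of directions at an unadjusted p under 0.05. Adjusted p-values that DESeq2 set to missing stayed missing.

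The procedure was tested on simulated data. Counts for 12872 transcripts were drawn from the samples' means, totals and dispersions with 200 transcripts changed, and edgeR called 174 of these and 15 unchanged ones. The calls held 74% of the 2-fold changes and 100% of the 4-fold changes. Changed transcripts were drawn from those with a mean of at least 50 counts, and noise was independent between transcripts. Real libraries also share variation between transcripts, so these percentages do not say how many real 2-fold changes the main test would find. A planted length trend went from a rho of -0.52 to -0.01 after removal over 12845 transcripts. A planted set had an adjusted p of 5.18e-27 with camera, which also called 1 of 19 unchanged sets. Small RNA sequencing, RT-qPCR values and the authors' own tables of test results were not used here. Uty has no ID in the tables used here.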

Results

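Sex differences in transcript abundance in the developing mouse brain were measured by RNA-seq of whole brains at E15.5, with 3 female and 3 male samples of pooled RNA. The deposited values were raw counts per RefSeq transcript ID. Female samples 1, 2 and 3 had totals of 6209614, 4908565 and 9827606 counts. Male samples 1, 2 and 3 had totals of 10294443, 6370910 and 9841299 counts, so the highest total was 2.1 times the lowest. The number of IDs without a count was 4701, 4120 and 5183 in female samples 1, 2 and 3, and 6743, 6280 and 4965 in male samples 1, 2 and 3. Male sample 1 thus combined the highest total with the largest number of undetected IDs. The 10 most abundant IDs took 11.2% of the counts in male sample 1 and 7.25% to 9.0% in the other samples. One ID, NR_046233, which has no symbol in the gene table used, took 4.26% of male sample 1 and 1.06% to 2.5% of the others. TMM factors ranged from 0.940 to 1.03.

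The transcripts that mark sex were examined first, to check the labels. Xist (NR_001463; NCBIM37 chromosome X, 100655714 to 100678556), the non-coding RNA expressed from the inactive X chromosome, had 8810, 6153 and 10001 counts in female samples 1, 2 and 3 and 4, 7 and 5 counts in the male samples. Its mean was 1226 CPM ± 203 (SD, n = 3) in females and 0.662 CPM ± 0.357 (SD, n = 3) in males. In CPM without TMM scaling, the difference was 1849-fold. The log2 fold change of Xist was -10.93 (SE 0.26), with an edgeR adjusted p of 4.67e-11. Ddx3y (NM_012008; chromosome Y, 597158 to 623056) had 1, 1 and 0 counts in females and 1784, 1308 and 1970 counts in males. Kdm5d (NM_011419; chromosome Y, 234231 to 280254) had 0, 0 and 1 counts in females and 595, 613 and 783 counts in males. Against the limit set by 3 counts, Ddx3y was at least 284-fold and Kdm5d at least 94.6-fold higher in males, with edgeR adjusted p-values of 1.41e-10 and 9.67e-09. Eif2s3y (NM_012011; chromosome Y, 346986 to 365290) was listed at 0 in all 3 female samples and had 2, 13 and 8 counts in the males. It was not called with these counts (edgeR adjusted p 0.341; 0.0490 without a low-count filter to 0.809 without female sample 2 over the alternatives), and no fold is given because male sample 1 was itself at or under the limit. Each sample's sex markers matched its label. Of the 4 sex markers tested, 3 were called over all tested IDs and 4 when adjusted over the list alone.

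The central question was which transcripts differ between male and female brains. The samples also held abundant transcripts of muscle and skin, described below, so a difference need not lie in brain cells. Of the 13374 IDs tested, 4 were sex-biased at an adjusted p under 0.05 in edgeR's quasi-likelihood test, 3 higher in males and 1 higher in females. These were Ddx3y, Kdm5d and H4c2 in males and Xist in females. At an unadjusted p under 0.05 there were 1537 IDs, of which 893 were higher in males and 644 in females, where 668.7 would be expected by chance. That balance depended on the processing, since IDs higher in females were the majority with edgeR and 1 RUVr factor (1155 higher in males and 1230 in females), with DESeq2 and 1 RUVr factor (861 and 1038) and without male sample 1 (565 and 694). Upper-quartile factors also gave such a majority (673 and 937), but they rescale whole samples and moved the median log2 fold change of all tested IDs to -0.06, so that flip reflects the scaling alone. The CPM values of the sexes did not overlap for 2281 IDs (17.1%), against 10% by chance. Both chance values leave out variation that transcripts share within libraries. The other splits of the 6 samples, which mix the sexes, gave 130 to 1485 IDs at an unadjusted p under 0.05. The highest came from female samples 1 and 2 and male sample 3 against the rest. An excess over these chance values is thus not by itself evidence of a sex difference. The biological coefficient of variation was 0.192, and the median log2 fold change was -0.01. The count of sex-biased transcripts moved most with edgeR and 2 RUVr factors, which gave 483, and DESeq2 without such factors gave 95. It also rested on single samples. It was 51 without female sample 3, 12 without male sample 1, 8 without male sample 2 and 7 without male sample 3, and it remained 4 without female sample 1 or 2.

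**Figure D1:**
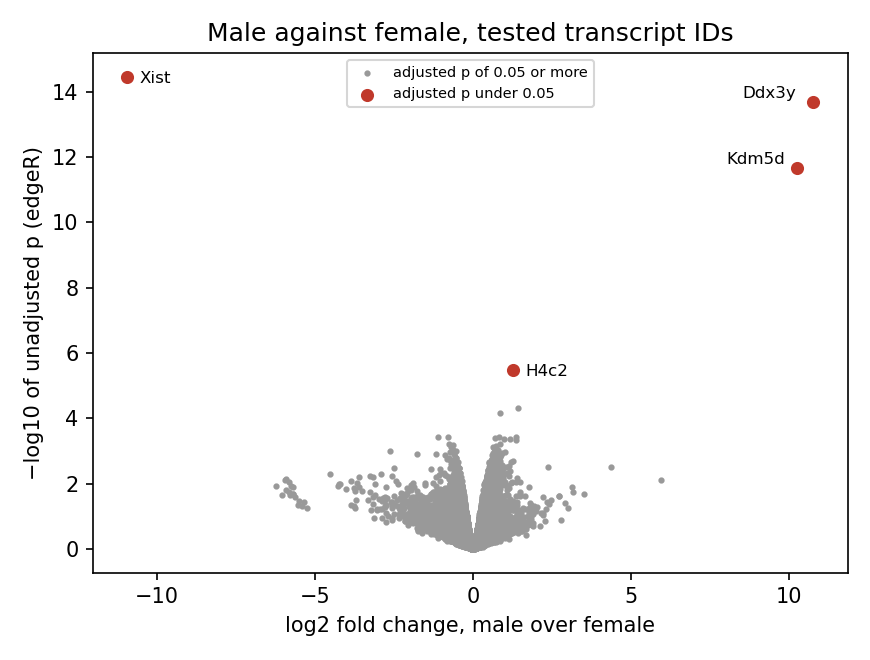
Log2 fold change, male over female (x axis), against -log10 of the unadjusted edgeR p (y axis) for the 13374 tested transcript IDs, with the 4 called at an adjusted p under 0.05 in red. Xist lies far to the left, Ddx3y and Kdm5d far to the right (fitted values that depend on the prior count), and H4c2 at a log2 fold change of 1.25.

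H4c2 was the single transcript outside the sex markers that met the naming rule. H4c2 (NM_178193; chromosome 13, 23848806 to 23849296, 491 nt, GC 56.4%) encodes a replication-dependent histone H4. It had 469, 246 and 688 counts in female samples 1, 2 and 3 and 1679, 966 and 1460 counts in male samples 1, 2 and 3. The mean was 65.1 CPM ± 14.1 (SD, n = 3) in females and 156 CPM ± 15.53 (SD, n = 3) in males. Its log2 fold change was 1.25 (SE 0.16; edgeR adjusted p 0.0112), and all male samples lay above all female samples. Histone H4 genes are near-identical copies, so reads could have been split between them and the assignment to H4c2 is uncertain. The adjusted p of H4c2 stayed under 0.05 in every alternative tried for single transcripts, from 1.07e-13 with DESeq2 and 2 RUVr factors to 0.0494 without female sample 2.

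Whether X-linked partners of the Y genes differ between the sexes was asked with a fixed list. Of the 3 X homologs of Y genes tested, 0 were called over all tested IDs and 1 when adjusted over the list alone, with 1 at an unadjusted p under 0.05. This was Kdm5c (NM_013668; chromosome X, 148667563 to 148709078), with 528 CPM ± 52.5 (SD, n = 3) in females and 393 CPM ± 18 (SD, n = 3) in males. Its log2 fold change was -0.43 (SE 0.12), with an edgeR adjusted p of 0.338 over all tested IDs and 0.00996 over the list. DESeq2 called it, with an adjusted p of 0.0410, and over all alternatives its adjusted p ranged from 0.00395 to 0.809. Ddx3x and Eif2s3x had log2 fold changes of -0.21 (SE 0.12) and -0.12 (SE 0.17). The direction of Eif2s3x rested on female sample 3, without which its log2 fold change was 0.047. Kdm6a had 0 to 2 counts per sample and was not tested.

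Genes that the study had measured again by RT-qPCR were examined as a list. These 12 genes correspond to 13 IDs, since Col9a1 has 2. Over all tested IDs, 1 of the 13 was called (Xist), against 12 when adjusted over the list alone and 12 at an unadjusted p under 0.05. The study picked these genes from these same samples, so the calls over the list are not independent evidence. Its RT-qPCR used additional biological replicates, and it reported that most of the transcripts measured in this way repeated their sex bias. Those values were not used here. Sox9 (NM_011448; chromosome 11, 112643538 to 112649074) had the smallest adjusted p over the list after Xist, 0.00243 by edgeR. It had 135 CPM ± 20.2 (SD, n = 3) in females and 78.0 CPM ± 15 (SD, n = 3) in males, a log2 fold change of -0.78 (SE 0.16) and an edgeR adjusted p of 0.338 over all tested IDs. Aff2, Asxl3, Bmpr2, Dicer1 and the Col9a1 ID NM_007740 were also lower in males, with log2 fold changes from -0.91 to -0.35. Fmc1, Rpl18, Hdhd5 and Chmp1a were higher in males, with log2 fold changes from 0.54 to 1.18. Eif2s3y had counts in males alone and was called in 1 alternative, the fit without a low-count filter. The other Col9a1 ID, NM_001290691, had 1 to 26 counts per sample and a log2 fold change of 0.47 (SE 0.71), in the opposite direction to NM_007740. DESeq2 with 1 RUVr factor called 11 of the 13 IDs. Without female sample 3, edgeR called 3 (Rpl18, Chmp1a and Xist), and without male sample 1 it called 2 (Sox9 and Xist).

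A further list held genes that the study had paired with sex-biased miRNAs. Over all tested IDs, 0 of these 6 were called, against 6 when adjusted over the list alone and 6 at an unadjusted p under 0.05. They too were chosen by the study from these samples. Hes5, Ddit4 and Cebpa were higher in males, with log2 fold changes of 0.77 (SE 0.21), 0.71 (SE 0.19) and 0.62 (SE 0.19). Sox9, Foxo1 and Lrp6 were lower in males, and the latter pair had log2 fold changes of -0.50 (SE 0.14) and -0.37 (SE 0.12). The sexes did not overlap in CPM for any of the 6. Their edgeR adjusted p-values over all tested IDs were 0.338 to 0.341. Without male sample 1, edgeR called 1 of the 6 (Sox9).

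Whether sex-biased transcripts gather on the X chromosome was asked next. Among tested IDs with a position, 1 of 425 X-linked IDs and 1 of 12196 autosomal IDs were called (Fisher's exact test, two-sided, p = 0.0662). The X-linked call was Xist, and without it 0 of 424 X-linked IDs were called, 49 of which had an unadjusted p under 0.05, compared with 1420 autosomal IDs (p = 1 for the called IDs, Fisher's exact test, two-sided). The median log2 fold change was -0.09 for X-linked and 0.00 for autosomal IDs. Without male sample 1, the X-linked share of the calls was 22.2%, with Xist among them, and Fisher's exact test gave p = 0.0347. Without Xist it was 12.5% in that fit (p = 0.239, Fisher's exact test).

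Sets that followed functional classes of the study were tested next. The study found its classes by enrichment among genes it called in these same samples, so the set results are not independent evidence. With camera at its preset correlation, 4 of the 6 sets had an adjusted p under 0.05. Histones were higher in males, with a median log2 fold change of 0.69 over 56 IDs (54 higher in males; limma camera adjusted p 1.04e-17). Cytosolic ribosomal proteins had a median of 0.33 over 67 IDs (49 higher in males; adjusted p 1.66e-07), and oxidative phosphorylation a median of 0.30 over 68 IDs (55 higher in males; adjusted p 1.17e-09). Histone lysine methyltransferases were lower in males, with a median of -0.37 over 19 IDs (16 higher in females; adjusted p 7.73e-05). The miRNA machinery (12 IDs, median -0.10, adjusted p 0.242) and axon guidance (49 IDs, median -0.04, adjusted p 0.506) were not distinguished from the remaining transcripts. None of the 4 calls held under fry, whose lowest adjusted p was 0.0672, or with an estimated correlation, where the lowest was 0.254. At an unadjusted p under 0.05 there were 3 sets under fry and 0 with an estimated correlation. The single members of these sets do not vary independently, with an estimated correlation of 0.51 among histones. Of these IDs, 1 was called on its own, H4c2, and single histone counts are uncertain because near-identical copies may share reads. The sets also differed in transcript length. The median was 522 nt for histones, 867 nt for ribosomal proteins, 746 nt for oxidative phosphorylation and 7410 nt for the methyltransferases. Once length and GC trends had been removed, an alternative chosen after the data had been seen, the medians were 0.35, 0.12, 0.13 and -0.16 in the same order, and the methyltransferase set had an adjusted p of 0.0615. Rpl18 and Dicer1, which the study measured by RT-qPCR, are members of the ribosomal and miRNA machinery sets.

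**Figure D2:**
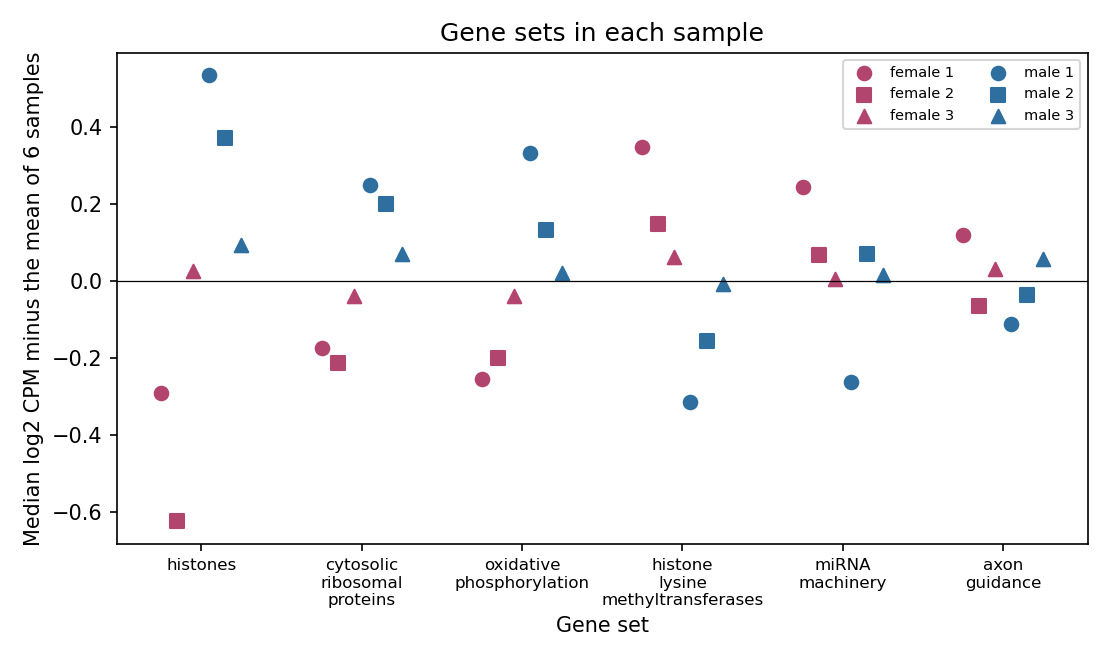
For each gene set (x axis), points give the median over the set's IDs of log2 CPM minus the mean of the 6 samples (y axis), 1 point per sample, female samples in red and male samples in blue. Male samples 1 and 2 and female samples 1 and 2 lie far apart for histones, from -0.62 in female sample 2 to 0.54 in male sample 1, whereas female sample 3 (0.03) and male sample 3 (0.09) lie close together.

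The share of variance between the sexes was used to ask how far samples separate by sex. Over the 500 most variable IDs, 33.3% of the variance in log2 CPM lay between the sexes. This was the highest of the 10 splits of the 6 samples into groups of 3, and the other splits had 11.6% to 30.01% (exact permutation test, one-sided, p = 0.1, the smallest this design can give). With IDs on X and Y left out, the share between the sexes was 27.0%. The other splits were not measured without these IDs, so whether the sexes would still rank highest is not known. Among the alternatives fixed beforehand, the share between the sexes moved most when female sample 3 was left out, to 44.3%. Removal of RUVr factors, added after the data had been seen, moved it further, to 79.0% with 3 factors, and other splits rose with it. The first principal component held 47.0% of the variance and the second 25.1%. Scores on the first component were -19.8, -25.1 and 1.06 for female samples 1, 2 and 3 and 30.3, 10.2 and 3.27 for male samples 1, 2 and 3, so female sample 3 lay next to male sample 3.

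**Figure D3:**
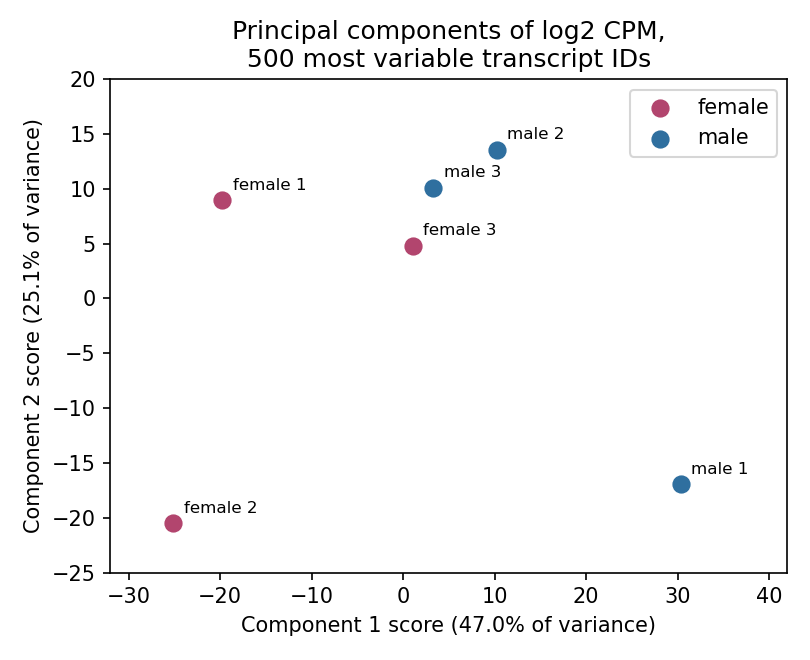
Scores of the 6 samples on the first (x axis, 47.0% of variance) and second (y axis, 25.1% of variance) principal components of log2 CPM over the 500 most variable IDs, female samples in red and male samples in blue. Female sample 3 at 1.06 and male sample 3 at 3.27 are neighbours on the first component, between the other female and the other male samples.

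Because the functional classes differ in length, the relation of fold change to transcript length was measured. Across 12624 tested IDs with a length (94.4% of the tested IDs), Spearman's rho between log2 fold change and length was -0.25, and rho with GC content was 0.28. These are correlations across transcripts, which are not independent replicates. One other split of the samples, which set female samples 1 and 3 and male sample 3 against the others, gave a rho of -0.26. Apart from the fits that removed length trends, with or without GC trends, the relation moved most without a low-count filter, where rho had the opposite sign (0.045), whereas it was -0.50 among IDs with a mean of at least 100 counts. Within samples, rho between length and the deviation from the mean of the 6 samples was 0.21, 0.10 and 0.11 in female samples 1, 2 and 3 and -0.26, -0.14 and -0.00 in male samples 1, 2 and 3. The range within a sex was 0.109 for females and 0.260 for males, against a difference of 0.278 between the means of the sexes.

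**Figure D4:**
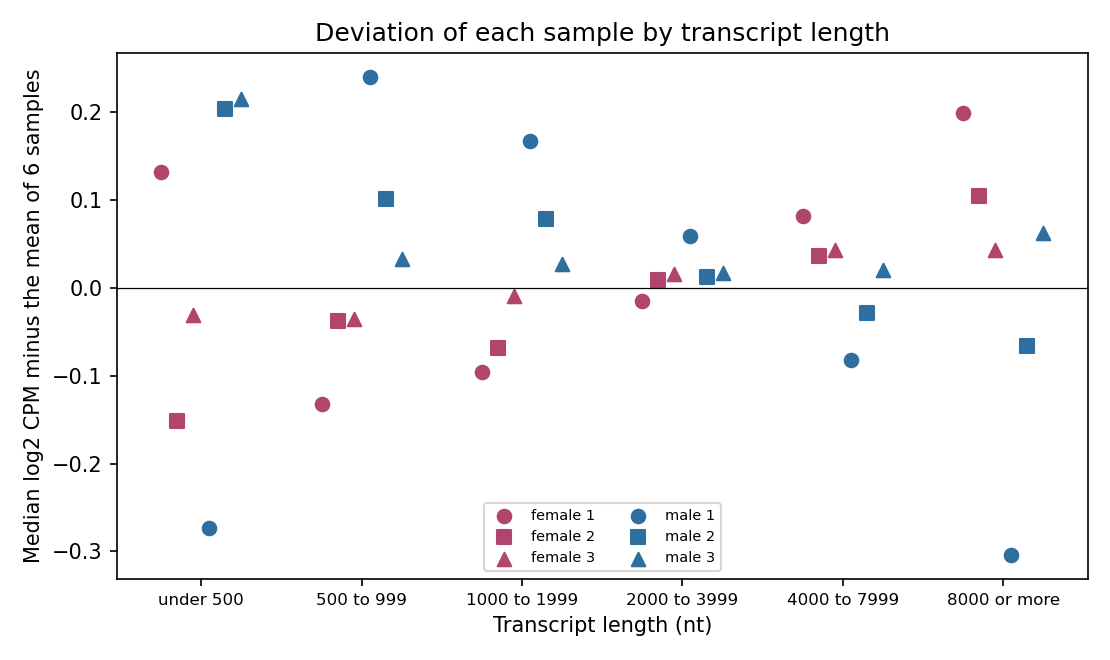
Median deviation of log2 CPM from the mean of the 6 samples (y axis) in 6 classes of transcript length in nt (x axis), 1 point per sample, female samples in red and male samples in blue. For the longest class, the medians ran from 0.20 in female sample 1 to -0.30 in male sample 1, and male sample 3 (0.06) lay among the female samples. For the shortest class (under 500 nt), female sample 1 (0.13) again lay above male sample 1 (-0.27), against the length relation. Male samples 2 (0.20) and 3 (0.22) were the highest there.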

Values the study reported

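The study reported 354 genes that differed between male and female brains at E15.5 at an adjusted p under 0.05, tested with DESeq2. Of these, it gave 187 as higher in males and 167 as higher in females. It counted 14006 expressed transcripts. In its discussion, the study gave another total, 272 sex-biased transcripts.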

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

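No explanatory test is part of these results, and some alternatives were chosen only after the results had been seen. These were the removal of length and GC trends together, DESeq2 with 2 RUVr factors, upper-quartile factors for the sets, RUVr factors for the variance share, all alternatives for the balance of directions, and those for the length relation that are named as added. The count of 4 sex-biased transcripts (3 higher in males, 1 in females) was the same with RLE and upper-quartile factors, filterByExpr, removal of length trends, removal of length and GC trends, summed IDs and glmTreat. It was 3 (2 and 1) at an adjusted p under 0.01. It was 95 (64 and 31) with DESeq2, 276 (191 and 85) without a low-count filter, 36 (13 and 23) with edgeR and 1 RUVr factor, 483 (315 and 168) with edgeR and 2 RUVr factors, 348 (172 and 176) with DESeq2 and 1 RUVr factor and 434 (255 and 179) with DESeq2 and 2 RUVr factors. The 4 calls were shared by all of these except the stricter threshold, which H4c2 did not pass (adjusted p 0.0112). With 10 or more counts in every sample it was 1 (1 and 0, with 600 higher in females at an unadjusted p under 0.05), because that filter removes the sex markers. Across the 6 fits that each left out 1 sample it ran from 4 to 51, from 3 to 48 for males and from 1 to 4 for females. The highest totals came without female sample 3 (51) and without male sample 1 (12). Without a filter, edgeR's prior degrees of freedom went from 9.02 to infinity, so each transcript's own spread no longer entered the test. The cause of the other changes was not tested here.

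At an unadjusted p under 0.05, 58.1% of the transcripts were higher in males. The majority was higher in females with upper-quartile factors (41.8% higher in males), edgeR and 1 RUVr factor (48.4%), DESeq2 and 1 RUVr factor (45.3%) and without male sample 1. Across the fits without 1 sample the percentage ran from 44.9% to 67.5%, the latter without male sample 2. Upper-quartile factors rescale whole samples and moved the median log2 fold change of all tested IDs from -0.01 to -0.06, so that reversal follows from the scaling. The cause of the other reversals was not tested.

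The sex markers called went from 3 to 0 with 10 or more counts in every sample, since none of them was then tested, and to 4 without a low-count filter, where Eif2s3y had an adjusted p of 0.0490. X homologs went from 0 to 1 with DESeq2, with edgeR and 2 RUVr factors, and with DESeq2 and 1 or 2 RUVr factors. Called IDs of the RT-qPCR list went from 1 to 6 with DESeq2, 9 without a low-count filter, 10 with edgeR and 2 RUVr factors and 11 with DESeq2 and 1 or 2 RUVr factors. They went to 0 with 10 or more counts in every sample, where 10 of 10 tested had an unadjusted p under 0.05, and ran from 1 to 3 across the fits without 1 sample (3 without female sample 3, 2 without male sample 1). Called miRNA target genes went from 0 to 2 with DESeq2, 4 without a low-count filter, 5 with edgeR and 2 RUVr factors, 6 with DESeq2 and 1 RUVr factor and 5 with 2, and ran from 0 to 1 across the fits without 1 sample (1 without male sample 1). The cause was not tested. For single transcripts there were 487 values under alternatives. Of these, 420 kept their direction and side of the threshold, 66 passed it and 1 reversed, Eif2s3x without female sample 3 (log2 fold change 0.047; -0.26 to 0.047 across the fits without 1 sample).

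The X-linked share of the calls, 50%, fell under the share of X-linked IDs tested without a low-count filter (3.98%), with 10 or more counts in every sample (0%, Xist not tested) and with edgeR and 2 RUVr factors (3.15%). It ran from 4.35% (without female sample 3) to 50% across the fits without 1 sample. Without Xist, it went from 0 to 5.75% with DESeq2, 4.35% with edgeR and 1 RUVr factor, 4.79% with DESeq2 and 1 RUVr factor and 4.47% with 2, and from 0% to 12.5% across the fits without 1 sample. It was 3.6% without a low-count filter and 2.93% with edgeR and 2 RUVr factors, which stayed under the share of X-linked IDs tested. With few calls, 1 transcript moves these shares.

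Calls of gene sets went from 4 to 0 with fry, where 3 sets had an unadjusted p under 0.05, and to 0 with an estimated correlation, where 0 sets had one. The adjusted p under fry was 0.0875 for histones and for histone lysine methyltransferases, 0.0672 for ribosomal proteins and 0.10 for oxidative phosphorylation. With an estimated correlation it was 0.254 for histones, ribosomal proteins and methyltransferases and 0.270 for oxidative phosphorylation. Both tests take the correlation between members from these samples, and the preset value of 0.01 lies below the estimates. After removal of length and GC trends, the methyltransferases had an adjusted p of 0.0615. The median of the miRNA machinery and that of axon guidance changed sign once length trends were removed, with adjusted p-values of 0.800 and 0.241. The 4 calls held with RLE and upper-quartile factors, 10 or more counts in every sample, 1 RUVr factor, a prior count of 0.5, length trends removed and each sample left out.

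A check for pairing by replicate number gave no sign of it. The deviations of same-numbered female and male samples from their group means had correlations of -0.29, -0.06 and -0.20. This cannot exclude that same-numbered samples were processed together. Female sample 3 and male sample 3 both lay between the other samples on the first component, so their deviations there ran in opposite directions. That pair had the highest correlation of log2 CPM among all pairs of samples (0.984). With the replicate block, 4 transcripts and 4 sets were called. With the replicate block and the length trend removed, 4 transcripts and 3 sets were called, the methyltransferases had an adjusted p of 0.0554, and the miRNA machinery and axon guidance medians changed sign (adjusted p 0.595 and 0.259).

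The share of variance between the sexes, 33.3%, was 27.0% over all tested IDs and 27.0% with X and Y left out, and ran from 31.4% to 44.3% across the fits without 1 sample. It was 44.8%, 63.5% and 79.0% after removal of 1, 2 and 3 RUVr factors, which raises it by construction. The length relation, with a rho of -0.25, was -0.50 among IDs with a mean of at least 100 counts and ran from -0.29 to -0.19 across those fits. Among the added alternatives it was -0.39 with 10 or more counts in every sample, -0.31 with filterByExpr and 0.045 without a low-count filter, so its direction depends on the filter, and the cause was not tested. It was 0.010 with length trends removed, 0.0089 with the replicate block as well and 0.058 with length and GC trends removed, by construction. Low counts limit what can be said of Eif2s3y, with at most 13, and of Kdm6a, with at most 2.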

Other observations

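The split counts for edgeR, the test of the sex markers against the spread between samples, both tests of the length relation and the tests of a wrong label and of male RNA in female sample 3 were chosen only after the result was seen, as were the grouping of simulations by how far a factor lay along the sexes and the median totals by number of transcript models.

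In the edgeR comparison, 4 transcripts were sex-biased. That is lower than both totals quoted from the study above. Of these, 3 were higher in males. That is lower than the value quoted from the study above. In females, 1 was higher. That is lower than the value quoted from the study above. The study itself used DESeq2 with RUVr factors. DESeq2 with 1 RUVr factor gave 348 calls here, which lies between the totals quoted from the study. Of these, 172 were higher in males, under the study's value, and 176 in females, above it. Whether they were the same transcripts was not examined, since the authors' own test results were not used.

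The count of sex-biased transcripts depended on whether factors of unwanted variation were removed. With DESeq2 and 1 RUVr factor it was 348, of which 172 were higher in males and 176 in females, and 35 of the 36 calls from edgeR with 1 factor were among them. All other splits of the 6 samples were put through the same fits, and in each fit 1 of the 10 splits, the real one, gave as many calls as the sexes. This is the smallest share that 3 against 3 samples can give, so the counts by themselves neither exclude nor show grouping by chance. For Xist, Ddx3y and Kdm5d, a spread between samples whatever their sex is argued against. The lowest CPM in the higher sex was at least 94.6 times the highest in the other, with values under 3 counts set to 3, whereas samples of 1 sex differed by at most 2.83-fold. For H4c2 and for the calls that other fits add, chance stays open. In the other splits, edgeR gave 0 calls, with 130 to 1485 transcripts at an unadjusted p under 0.05. DESeq2 gave 0 to 9, DESeq2 with 1 RUVr factor 0 to 100 and edgeR with 2 RUVr factors 2 to 375. The 375 came from the split of female samples 1 and 2 and male sample 3 against the others, in which the sexes are mixed.

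Simulated counts were used to ask whether RUVr gives calls without a sex difference. If the factors made the test optimistic by themselves, data sets of independent noise would give a large number of calls, by the criterion set beforehand. Over 20 such data sets DESeq2 with 1 RUVr factor gave a median of 1.5 calls (0 to 5), which speaks against that explanation for noise that is independent between transcripts, but not for the shared variation of real libraries. In a further 20 data sets, 1 random factor of the size found in the libraries was shared by all transcripts. The median was 3.5 calls, under the 20 set beforehand as the level that would point to shared variation as the cause. The spread was wide. In the 7 data sets with over 20% of the factor along the sexes, 53 to 324 transcripts were called, and in the other 13 at most 9. The number of calls rose with that percentage (Spearman's rho 0.84 over the 20 data sets). Plain DESeq2 gave at most 14 calls in these data, and edgeR 0 in all 20, with 202 to 1309 transcripts at an unadjusted p under 0.05. Unwanted variation that happens to lie partly along the sexes may therefore account for part of the calls made with RUVr, and it cannot be told apart from a sex difference here, since how far it lies along the sexes in these 6 libraries is not known. A biological sex difference stays open for the same transcripts.

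Removal of RUVr factors also separates samples. The share of variance between the sexes went from 33.3% to 44.8%, 63.5% and 79.0% after 1, 2 and 3 factors. When the factors were estimated for each other split in turn, the highest share of those splits was 39.3%, 58.3% and 77.7%, and the lowest after 3 factors was 52.2%. Factors taken from residuals remove only variation within the groups, so a rise is built in for any split, and clustering by group after such a step does not by itself tell the sexes from another grouping.

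Histones, ribosomal proteins and oxidative phosphorylation were higher in males, and transcripts of these sets are short. Length and GC dependence of the libraries was tested with 10000 random lists matched on length, GC and expression. The median of the histones lay at percentile 100, that of ribosomal proteins at 99.99 and that of oxidative phosphorylation at 99.67, against matched medians of 0.27, 0.16 and 0.19. Matched lists thus reached part of the medians of 0.69, 0.32 and 0.30 observed over IDs with a length, which argues against length and GC as the whole cause for these sets. Removal of length and GC trends took the medians over all tested IDs from 0.69, 0.33 and 0.30 to 0.35, 0.12 and 0.13, with camera adjusted p-values of 4.15e-07, 0.00785 and 0.00682, so a large part of each difference went with these trends. The histone lysine methyltransferases lay at percentile 0.01 among lists with a median of -0.13. Their median went from -0.37 to -0.16 after the removal, a loss like that of the other sets, but with an adjusted p of 0.0615, so for this set the explanation stays open. Reads shared between histone copies, a different share of dividing cells and sex itself were not tested for these sets. Because fry and the estimated correlation gave no call, a difference between few libraries also remains open. In all 4 of these sets, the female and male samples closest to each other were female sample 3 and male sample 3.

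The relation of fold change to transcript length is a second view of the same libraries. It held with the low-count filters tried but not without one, where rho was 0.045. Counting the real one, 2 of the 10 splits of the 6 samples had a rho at least as large in size, the other being female samples 1 and 3 and male sample 3 against the rest. The larger range of rho within a sex was 0.260, close to the 0.278 between the means of the sexes. Differences between single libraries, such as RNA quality or fragment size, may therefore give such a relation, and they cannot be told apart from a difference between the sexes with 3 libraries each.

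Female sample 3 lay closer to the male samples than to the other female samples. Its mean correlation over log2 CPM was 0.979 with male samples and 0.971 with the other two female samples. A wrong label is argued against by 2 counts over 6 Y-linked IDs, where male samples had 1934 to 2762, and by 10001 counts of Xist. Male RNA in the pool is argued against by 1 count of Ddx3y and Kdm5d together, where a fully male library of its size would have 2661. The upper limit for 1 observed count (Poisson, one-sided, 95%) is 4.74 counts, which allows a share of male RNA of up to 0.178%. This limit covers counting error only, since reads copied by PCR are not independent molecules. Depth as the whole cause is argued against by thinning all libraries to 4908565 counts. The correlation with males then still exceeded that with females by 0.00511, and by 0.00474 to 0.00575 over 20 further draws. With all counts it exceeded it by 0.00752, so depth may account for part of the difference. What sets this sample apart was not identified. It weighed on the main count, which was 51 without it.

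Transcripts of skin, muscle and bone were abundant in samples labelled as whole brain. In CPM over the 6 samples, Col3a1 had 7324, Myh3 2375 and Krt5 301, compared with 1572 for the neuronal Tubb3 and 1713 for Vim of neural progenitors. If tissue of the head outside the brain were the source, most genes of the second muscle, epidermis and bone lists would reach 10 CPM, and those of trunk organs would not. Of the 20 genes with an ID, 10 (50%) reached it, which is short of most, and of 7 trunk organ genes 0 did, the highest being Nkx2-5 with 4.56. Muscle had 4 of 7, epidermis 4 of 7 and bone 2 of 6. Genes that reached it did so by far, such as Dsp with 916, Col5a2 with 1432, Col12a1 with 1866, Atp2a1 with 171 and Myog with 140. The absences decide little, because the neuronal genes Dcx (3.98), Syt1 (1.29) and Snap25 (0.985) were under 10 CPM too. Col5a2 and Col12a1 are also made by other connective tissue. Such transcripts were abundant in every sample, with Myh3 at 1789 to 2848 CPM, Myog at 116 to 161 and Krt5 at 194 to 466. Where they came from was not identified. Non-brain tissue of the head remains a candidate explanation, and the design has no sample that tests it. Differences between the sexes measured here may therefore include differences outside brain cells.

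The first cell type lists were compared between the sexes with camera. The number of genes at 10 CPM or more was 9 of 13 for cartilage, 10 of 11 for meninges and fibroblasts, 5 of 7 for erythroid cells, 4 of 5 for choroid plexus, 6 of 8 for skeletal muscle, 8 of 9 for surface epithelium, 9 of 9 for neural progenitors and 6 of 9 for neurons. Cartilage was lower in males, with a median log2 fold change of -0.65 over 12 IDs (adjusted p 0.0226), but not by an estimated correlation (0.757) or fry (0.575). Of its genes, Col9a1 was also picked by the study. The cartilage median deviated by 0.45, -0.09 and 0.57 in female samples 1, 2 and 3 and by -0.77, -0.53 and 0.38 in male samples 1, 2 and 3, so the sexes overlapped. The other lists had camera adjusted p-values of 0.0634 (surface epithelium), 0.120 (neural progenitors, which include Hes5 of the miRNA target list), 0.120 (neurons), 0.344 (erythroid cells), 0.645 (meninges and fibroblasts), 0.739 (skeletal muscle) and 0.924 (choroid plexus).

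Some widely used genes had almost no counts. Gapdh had 1 to 3 counts per sample over its 2 IDs and Kdm6a 0 to 2. If reads of genes with several transcript models had been left unassigned, the share of protein-coding genes with under 10 counts in total would rise with the number of RefSeq mRNA models. It was 20.2% for 1 model, 28.9% for 2, 29.1% for 3 and 23.9% for 4 or more, so it was higher for every class with several models but did not rise steadily. The median total fell from 684 counts for genes with 1 model to 31, 29 and 33 for the other classes. Loss of ambiguous reads in counting is therefore a candidate explanation, and for genes with several models a low count here may not mean low expression.

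After the called transcripts, the smallest adjusted p-values by edgeR were those of Rmrp (NR_001460, 0.127) and the histone gene H4c8 (NM_153173, 0.157), both higher in males and chosen after their values were seen. Rmrp, the RNA of a mitochondrial and nucleolar ribonuclease, had 1633 CPM ± 505 (SD, n = 3) in females and 4400 CPM ± 1360 (SD, n = 3) in males.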
